# DRUG-seq for miniaturized high-throughput transcriptome profiling in drug discovery

**DOI:** 10.1038/s41467-018-06500-x

**Published:** 2018-10-17

**Authors:** Chaoyang Ye, Daniel J. Ho, Marilisa Neri, Chian Yang, Tripti Kulkarni, Ranjit Randhawa, Martin Henault, Nadezda Mostacci, Pierre Farmer, Steffen Renner, Robert Ihry, Leandra Mansur, Caroline Gubser Keller, Gregory McAllister, Marc Hild, Jeremy Jenkins, Ajamete Kaykas

## Abstract

Here we report Digital RNA with pertUrbation of Genes (DRUG-seq), a high-throughput platform for drug discovery. Pharmaceutical discovery relies on high-throughput screening, yet current platforms have limited readouts. RNA-seq is a powerful tool to investigate drug effects using transcriptome changes as a proxy, yet standard library construction is costly. DRUG-seq captures transcriptional changes detected in standard RNA-seq at 1/100^th^ the cost. In proof-of-concept experiments profiling 433 compounds across 8 doses, transcription profiles generated from DRUG-seq successfully grouped compounds into functional clusters by mechanism of actions (MoAs) based on their intended targets. Perturbation differences reflected in transcriptome changes were detected for compounds engaging the same target, demonstrating the value of using DRUG-seq for understanding on and off-target activities. We demonstrate DRUG-seq captures common mechanisms, as well as differences between compound treatment and CRISPR on the same target. DRUG-seq provides a powerful tool for comprehensive transcriptome readout in a high-throughput screening environment.

## Abstract (web summary)

RNA-seq is a powerful tool to investigate how drugs affect the transcriptome but library construction can be costly. Here the authors introduce DRUG-seq, an automated platform for high-throughput transcriptome profiling.

## Introduction

High-throughput screening has been a staple in drug discovery over the past four decades^1^. Target-based drug discovery relies heavily on singular readouts such as reporter gene expression or modification of enzymatic activity in response to small molecule treatment. However, with a recent renewed focus on phenotypic based drug discovery^2^ there is an increased interest in more comprehensive and less-biased screening methods that combine aspects of both target-based and phenotypic screening, such as RNA-seq. However, there is a need to develop RNA-seq methods that are higher throughput and have reduced cost, so that it becomes feasible to screen large sets of compounds under multiple experimental conditions.

For that purpose, multiple transcriptional profiling platforms have been developed. Targeted sequencing-based approaches, such as RASL-seq^3^, measure up to a few hundred specific genes or splicing events. RASL-seq is particularly useful for studying genes of interest or genomic loci, where a focused panel of events can be assessed^3^. The Luminex L1000 platform, used for the Connectivity Map (CMAP), measures a fixed panel of about 1000 landmark genes and about half of the additional genes in the transcriptome are imputed in silico^4,5^. The latest release of CMAP provides a huge collection of phenotypic data of various perturbagens including compounds, shRNA and cDNA^5^, and has facilitated identification of small molecule leads for various disease studies^6,7^. L1000 has provided a very useful and cost-effective platform for transcriptional profiling. However, it currently only measures around 1000 genes and relies on imputation of the remaining genes instead of direct measurement^5^.

Whole transcriptome RNA-seq has become an attractive option to allow deeper interrogation of complex changes, yet most of the standard protocols are labor intensive and cost prohibitive for high-throughput use. The latest development, PLATE-seq, allows samples in 96 wells to be profiled at about $15 per sample^8^. However, it requires lengthy RNA purification steps with special oligo(dT) grafted plates, and at 96 well format, severely limits the number of treatment conditions that can be tested in a single experiment (Supplementary Fig. 1). It would be ideal to have a cost effective, massively parallelized transcriptome profiling method in 384- and 1536-well format to measure all genes in an unbiased manner to fully capture the transcriptional diversity induced by compound or genetic perturbation for drug discovery.

## Results

### DRUG-seq is a cost effective digital transcriptional profiling method used for high-throughput profiling

We developed a cost-effective method with increased throughput termed (DRUG-seq), which costs $2–4 per sample including sequencing expense and enables profiling in both 384- and 1536-well formats. By forgoing RNA purification and employing a multiplexing strategy, DRUG-seq simplifies multi-well processing to direct lysis and RT reaction steps and drastically cuts down library construction time and costs (currently $0.9 per well for 384-well plate and $0.2 for 1536-well plate). Furthermore, DRUG-seq allows the complete operation to be integrated with high-throughput automation (Fig. 1a). By incorporating specific barcodes into RT primers, cDNAs from individual wells are labeled and then pooled after first-strand synthesis, significantly reducing labor involved in multi-well processing. The template switching property of reverse transcriptase adds poly(dC) after first-strand cDNA synthesis and allows the binding of a template switching oligo (TSO) for pre-amplification by PCR. Following tagmentation and amplification, libraries are size-selected and sequenced with custom primers. RT primers also contain a 10 nucleotide Unique Molecular Index (UMI)^9^ to monitor potential PCR amplification artifacts (Fig. 1a, b, see details in Methods and Supplementary Methods).

**Fig. 1:**
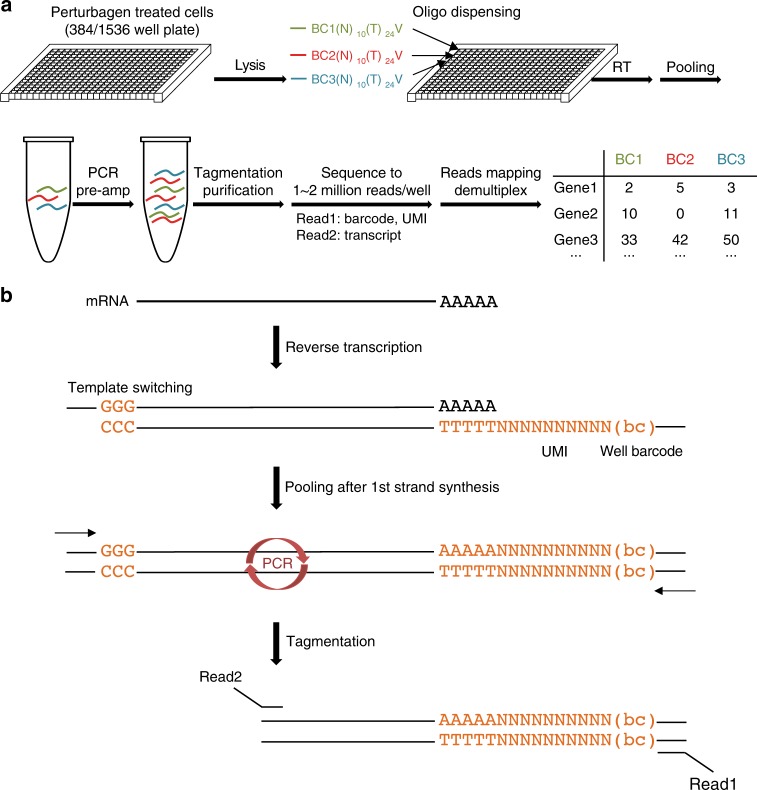
DRUG-seq overview. **a** DRUG-seq workflow. See details in Methods. Following compound treatment, cell lysis and RT reaction assembly are carried out with automation. Incubation steps are carried out in 384-well thermocyclers (Biorad C1000 Touch). All sequencing reaction was performed on Illumina Hiseq 4000 or Nextseq 500 platforms. **b** DRUG-seq chemistry. After cell lysis, mRNAs are directly reverse transcribed by a modified poly(dT) primer, which contains a well position specific 10mer barcode and a random 10mer sequence as unique molecular index (UMI). Template switching activity of the RT enzyme adds oligo(dC) to the first-strand cDNA, which allows binding of the template switching oligo (TSO). Samples are pooled after the RT and template switching. After pre-amplification and tagmentation, paired end libraries are sequenced to identify well position, UMI and transcript information

To assess potential well-to-well cross contamination during sample processing, in a mixed species pilot experiment, we interweaved mouse origin C2C12 and human origin 293 T cells in the same 384 well plate and pooled material after indexed RT reaction (Supplementary Fig. 2a). After sequencing and read mapping, more than 98% of the wells have > 96% species specific UMI. Samples were separated by species in hierarchical clustering, and wells from the same species strongly correlate with each other, suggesting high reproducibility among wells and very little cross contamination during sample processing (Supplementary Fig. 2b and 2c).

DRUG-seq is digital and counts the 3′ end of transcripts with the potential to reduce read depth and sequencing cost relative to standard RNA-seq. We tested the effect of reducing the read depth on the number of genes detected as well as on the accuracy of capturing differentially expressed genes under compound perturbation. 

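Population RNA-seq of U2OS cells, a human osteosarcoma line, was available from 72 wells. Of these, 18 wells received DMSO, and 54 received 1 of 6 compounds for 12 h, at 100 nM, 1000 nM or 10000 nM with 3 wells per compound and dose. The compounds were the transcription inhibitor triptolide, the translation inhibitor homoharringtonine, pyrazolanthrone, nilotinib, miglitol and MK-2206. The sample labels list 18 separate DMSO wells, whereas the paper describes samples in triplicates with either DMSO or a compound. The labels and the paper's results text give the middle dose as 1000 nM, and the paper's methods give it as 1 nM; 1000 nM was used. The authors prepared TruSeq libraries, sequenced them on a HiSeq instrument and ran a standard RSEM workflow, which estimates for each gene an expected count, a TPM value and an FPKM value from reads that may fit more than 1 gene. The paper's text does not name the RSEM version or the annotation release for these libraries. Each file lists 60371 genes by Ensembl identifier. The deposited expected counts summed to between 70767 and 68296309 per well. In DMSO wells the sums ranged from 0.460 to 56.4 mil with a median of 36.8 mil. In triptolide wells they were 0.071, 10.5 and 34.5 mil at 100 nM, 9.63, 10.7 and 57.4 mil at 1000 nM, and 34.7, 36.5 and 38.6 mil at 10000 nM. In homoharringtonine wells they ranged from 35.0 to 41.7 mil (median 40.3 mil) at 100 nM, from 42.0 to 57.4 mil (median 46.8 mil) at 1000 nM, and from 36.7 to 56.9 mil (median 48.9 mil) at 10000 nM. Across the other 4 compounds the sums ranged from 25.8 to 68.3 mil, and the medians of the 12 groups lay between 28.8 and 42.2 mil. The paper's text states an average of 42 mil and a minimum of 30 mil reads per sample; the values reported here rest on the expected counts. No 2 wells of a group held the same counts: among 207 pairs of wells, a chi-square statistic per degree of freedom was 38.6 at the median, and the lowest value, 1.35, belonged to a pair with the library of 70767 counts.

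Expected counts were rounded to whole numbers and tested with edgeR's quasi-likelihood test after TMM normalization, with each compound and dose compared with all 18 DMSO wells. Genes with too few counts were removed by edgeR's filterByExpr. The test reports no standard error, so the values given were derived from the log2(Fold Change) and the F statistic of the test. Differentially expressed genes had an adjusted p-value under 0.05 (Benjamini-Hochberg) and a log2(Fold Change) above 1 or below -1, the criteria the paper gives for DRUG-seq; the paper used DESeq2, which was run as an alternative. TMM normalization sets most genes to no change, so a fold change is relative to the bulk of the transcriptome and not to the amount of RNA per cell. Counts of PCR-amplified reads without molecular identifiers are not independent molecules, so intervals cover counting error only. DRUG-seq libraries were not analysed here.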

A potent transcription inhibitor Cmp_078 (triptolide) and a translation inhibitor Cmp_263 (homoharringtonine) were chosen to provide different MoA for benchmarking. Samples were treated in triplicates either with DMSO or increasing doses of compounds at 0.1 μM, 1 μM, or 10 μM. 

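The expected counts of population RNA-seq averaged 37.8 mil per well ± 12.4 (SD, n = 72), with a median of 38.4 mil. In 61 of the 72 wells the sum was at least 30 mil, and in 11 it was lower. Of these 11, 3 libraries held under 10 mil, namely replicate 2 of triptolide at 100 nM with 70767, DMSO replicate 10 with 460014 and replicate 1 of triptolide at 1000 nM with 9628355. Without these 3 libraries the mean was 39.2 mil ± 10.3 (SD, n = 69), a change smaller than the SD between wells.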

DRUG-seq libraries were sequenced at estimated 2 million reads/well and 13 million reads/well and compared with standard population RNA-seq sequenced at an average of 42 million reads per sample. 

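Gene detection in population RNA-seq was counted over the distinct NCBI Entrez genes that could be paired with the listed Ensembl genes. Of the 60371 Ensembl genes, 39259 had an Entrez identifier, which gave 39175 distinct Entrez genes. A gene was detected where its deposited FPKM was above 0. A median of 20168 genes was detected per well, between 7977 and 22382, and the mean was 19801 ± 2053 (SD, n = 72). DMSO wells had a median of 20199 genes. The mean was 15279 ± 6702 (SD, n = 3) in wells with 100 nM triptolide, 17273 ± 2700 at 1000 nM and 19484 ± 195 at 10000 nM. It was 20417 ± 32.3 (SD, n = 3) with 100 nM homoharringtonine, 21749 ± 479 at 1000 nM and 22196 ± 298 at 10000 nM. All 3 wells with 10000 nM homoharringtonine had more genes than every DMSO well (two-sided exact permutation test, p = 0.0015, the smallest p that 3 wells against 18 allow, adjusted p = 0.027 over the 18 combinations of compound and dose). At 1000 nM this held for 2 of 3 wells (exact permutation test, p = 0.0045, adjusted p = 0.041). For the other 16 combinations, triptolide included, the adjusted p-value was at least 0.41. The homoharringtonine wells differed in depth: replicate 2 at 10000 nM had 21853 genes at 36.7 mil expected counts, below the DMSO median, while all 3 wells at 1000 nM were deeper than the DMSO median. The detection threshold moved the count most: with an FPKM of at least 1 the median was 12824 genes, and with an FPKM of at least 0.1 it was 17145. It also changed the comparison with DMSO, without a test. With at least 1, triptolide wells at 1000 nM and 10000 nM had 11003 to 11287 genes, below the lowest DMSO well (12178). At 100 nM only replicate 2 (7962) lay below it. Wells with 10000 nM homoharringtonine had 12805 to 12916, under the DMSO median of 12919. With at least 0.1 they had 18000 to 18252, above every DMSO well.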

Compared with a median 17 K entrez genes detected in population RNA-seq, DRUG-seq detected a median of 11 K genes at 2 mil reads/well and 12 K genes at 13 mil reads/well (Fig. 2a), including most of the L1000 landmark genes (Supplementary Fig. 3a). Even at the shallow read depth of 2 mil reads/well, gene expression was highly consistent across wells (Supplementary Fig. 4a and 4b). A common concern shared by all 3′ counting platforms is the misquantification of pseudogenes. However, we did not observe significantly skewed quantification of pseudogenes in the DRUG-seq platform compared with population RNA-seq (Supplementary Fig. 4c). 

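In population RNA-seq, 14746 of the listed genes were annotated as pseudogenes. Together they held 1.29% ± 0.10 (SD, n = 72 wells) of the TPM values, with a range of 1.06% to 1.62%. Their share of the expected counts was 0.531% ± 0.054. A median of 2682 pseudogenes per well had an FPKM above 0. The share of TPM was 1.29% ± 0.06 (SD, n = 18) in DMSO wells and 1.57% ± 0.05 (SD, n = 3) with 10000 nM homoharringtonine, where all 3 wells lay above every DMSO well (two-sided exact permutation test, p = 0.0015, the smallest p that these numbers of wells allow, adjusted p = 0.027 over 18 comparisons). In the other 17 comparisons of the share of TPM with DMSO the adjusted p-value was at least 0.15. The share of expected counts was 0.606% ± 0.012 (SD, n = 3) with 1000 nM homoharringtonine and 0.750% ± 0.014 with 10000 nM, in all 3 wells of each dose above every DMSO well, of which the highest had 0.552% (exact permutation test, p = 0.0015 and adjusted p = 0.014 for each). By this measure MK-2206 at 10000 nM was also higher than DMSO (adjusted p = 0.043), and triptolide at 1000 nM, nilotinib and pyrazolanthrone at 100 nM and 1000 nM were lower (adjusted p between 0.018 and 0.047). The number of pseudogenes with an FPKM above 0 had an adjusted p-value of at least 0.47 in all 18 comparisons. RSEM divides reads that fit both a pseudogene and its parent gene, so these shares depend on that division. The same shares in DRUG-seq were not analysed here.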

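The genes detected by population RNA-seq were broken down by FPKM. A mean of 7208 genes per well ± 1607 (SD, n = 72) had an FPKM above 0 and up to 1, which was 36.4% of the genes detected. The mean was 2190 ± 313 genes with an FPKM above 1 and up to 3, and 3243 ± 252 genes above 3 and up to 10. Another 6017 ± 666 genes lay above 10 and up to 100, and 1143 ± 81.7 genes lay above 100. The level up to 1 therefore held the most genes and had the largest spread between wells. Counting all Ensembl genes in place of Entrez genes moved the lowest level most, to 10623 genes. The number of genes up to 1 also rests on how the values were printed, since the deposited FPKM values carry 2 decimals and smaller values appear as 0.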

The majority of gains from population RNA-seq compared to DRUG-seq derives from lowly expressed genes with FPKM between 0 and 1, indicating recovery of low abundance transcripts is limited by starting materials. Comparing the performance of 2 and 13 million read depths per well, sequencing more than 6-fold deeper at 13 vs 2 million did not drastically increase gene detection (Fig. 2b). 

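In population RNA-seq, triptolide at 100 nM, 1000 nM and 10000 nM raised 2112, 2581 and 3005 genes and lowered 3876, 5642 and 5602 genes against the DMSO wells. Homoharringtonine raised 2939, 4122 and 4565 genes and lowered 3632, 4011 and 4523 genes at the same doses. Between 18503 and 19329 genes were tested in each comparison. These counts depended on the scaling and on the filter for low counts. With at least 10 expected counts required in every well, 10000 nM triptolide raised 1273 genes and lowered 2354, and 10000 nM homoharringtonine raised 1435 and lowered 1500. When libraries were scaled to their 13 mitochondrially encoded mRNAs, 10000 nM triptolide raised 8 genes and lowered 18041, and with library sizes only it raised 785 and lowered 7599. The median log2(Fold Change) of all genes at this dose was shifted by -2.76 under the first of these scalings and by -0.53 under the second, relative to TMM normalization. At 10000 nM homoharringtonine the same shifts were -0.27 and -0.04. In the same test on 3 DMSO wells drawn at random against the other 15, repeated 100 times, the median was 0 differentially expressed genes and the highest draw gave 253; the median number of genes at an unadjusted p under 0.05 was 475.5.

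With the replicate number as a block, in fits with DMSO replicates 1 to 3 only, triptolide raised 1035, 2293 and 2966 genes and lowered 4021, 4266 and 5049 at the 3 doses, and homoharringtonine raised 3016, 4109 and 4723 and lowered 3445, 3824 and 4314. The labels do not say that the numbers pair the wells. Deviations from the group means had a mean correlation of -0.052 between compound and DMSO wells of the same number and of 0.024 between wells of different numbers. With each replicate left out in turn, the triptolide counts ranged from 1803 to 2594 genes raised at 100 nM and from 2832 to 3051 at 10000 nM, and the homoharringtonine counts from 4462 to 4610 genes raised at 10000 nM.

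The 2 compounds were also compared with each other. At 100 nM, 3370 genes were higher with triptolide and 4517 with homoharringtonine, at 1000 nM 4008 and 6360, and at 10000 nM 5335 and 6696. With the replicate block the totals were 7369, 10350 and 12017, against 7887, 10368 and 12031 without it. Deviations of triptolide and homoharringtonine wells of the same number had a mean correlation of -0.062, against 0.03 for different numbers. At 10000 nM, 268 genes rose and 1268 fell with both compounds, 814 rose with triptolide and fell with homoharringtonine, and 1734 did the reverse. Over all 20883 genes that passed the filter, log2(Fold Change) profiles of the 18 wells lay a mean Euclidean distance of 100.7 apart within a compound and 237 apart between compounds. Of the 24310 ways to split the 18 wells into groups of 9, 1 gave as large a difference, the split by compound (exact permutation test, p = 4.1e-05, the smallest p this design allows). Each of the 18 wells had a well of the same compound as its nearest neighbor, and 14 had one of the same compound and dose.

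For the ROC curve analysis the paper took genes with a log2(Fold Change) above 2 in population RNA-seq as true positives. The corresponding sets held 451, 219 and 195 genes for triptolide at 100 nM, 1000 nM and 10000 nM, and 897, 1645 and 2017 genes for homoharringtonine. With the replicate block the sets held 275, 197 and 273 genes for triptolide, without the fall from 1000 nM to 10000 nM, and 941, 1736 and 2195 for homoharringtonine.

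**Figure D1:**
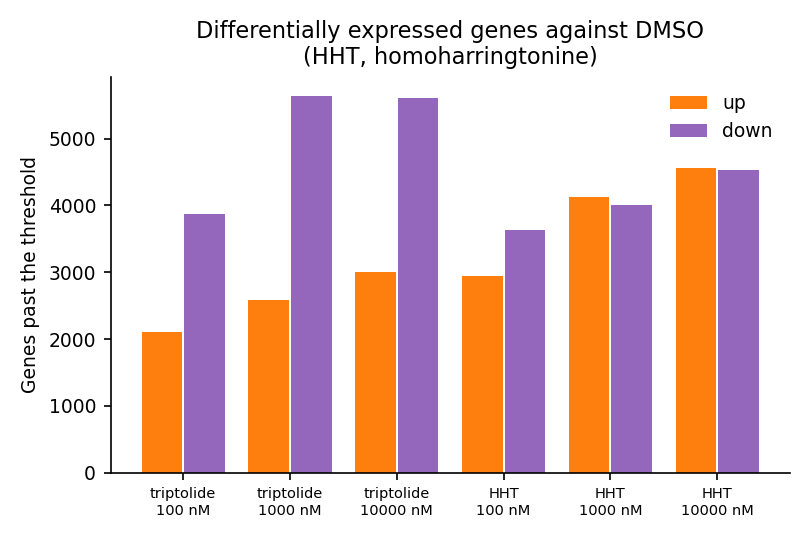
Number of differentially expressed genes raised (orange) and lowered (purple) against DMSO in population RNA-seq, for triptolide and homoharringtonine at 3 doses (3 wells per dose against 18 DMSO wells; HHT, homoharringtonine). With triptolide more genes fell than rose at every dose (with upper quartile normalization the reverse held at 100 nM), while at 1000 nM and 10000 nM homoharringtonine the counts of both directions were of similar size.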

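Single genes were chosen by a fixed rule, and their positions are those of GRCh38. ERCC3 (ENSG00000163161, chromosome 2 from 127257290 to 127294166), the target the paper lists for triptolide, stood at 69.5 CPM ± 9.53 (SD, n = 18) in DMSO wells and at 102 ± 9.34 (SD, n = 3) with 10000 nM triptolide, a log2(Fold Change) of 0.50 (standard error 0.10, adjusted p = 0.00013, edgeR). The log2(Fold Change) was -0.04 with library sizes only and -2.28 when scaled to the mitochondrially encoded mRNAs, differences of about the size of the median shift of all genes under these scalings, so the rise is relative to the bulk of the transcriptome. EIF4E (ENSG00000151247, chromosome 4 from 98879276 to 98929133), the target listed for homoharringtonine, stood at 73.3 CPM ± 19.9 in DMSO wells and at 104 ± 6.91 with 10000 nM homoharringtonine, a log2(Fold Change) of 0.48 (standard error 0.21, adjusted p = 0.042, edgeR). With the GC slope of each library as a covariate, an alternative chosen after seeing the data, the value was -0.29. This slope was taken from each well's own expression, so a broad response to a compound can enter it. In the 3 wells with 10000 nM homoharringtonine it was -0.4063 to -0.2923, near or below the lowest DMSO well (-0.3082). That fit thus cannot cleanly separate GC content from the compound.

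With triptolide, the largest rises at 1000 nM were those of MT-ATP8, MT-ND4L and MT-ND4 on the mitochondrial chromosome. MT-ND4 (ENSG00000198886, from 10760 to 12137) rose from 166 CPM ± 68.6 (SD, n = 18) to 1151 ± 399 (SD, n = 3), a log2(Fold Change) of 2.79 (standard error 0.28, adjusted p = 3.2e-09, edgeR). Scaled to the 13 mitochondrially encoded mRNAs as a whole, its log2(Fold Change) was 0.40 and no longer past the threshold (adjusted p = 0.069, edgeR). MT-ND4L overlaps MT-ND4 by a few bases, so reads there could be split between them. The largest falls were those of CHAC1, EFNA4 and NFKBIA. NFKBIA (ENSG00000100906, chromosome 14 from 35401079 to 35404749) fell from 33.0 CPM ± 4.28 to 0.154 ± 0.056 with 1000 nM triptolide, a log2(Fold Change) of -7.48 (standard error 0.25, adjusted p = 6.3e-18, edgeR). With 1000 nM homoharringtonine it rose to 222 CPM ± 30.8, a log2(Fold Change) of 2.73 (standard error 0.10, adjusted p = 4.5e-17, edgeR).

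With homoharringtonine, the largest rises at 1000 nM were those of EGR4, EGR2 and FOSB. EGR2 (ENSG00000122877, chromosome 10 from 62811996 to 62819167) rose from 1.28 CPM ± 2.75 to 181 ± 20.1, a log2(Fold Change) of 8.11 (standard error 0.27, adjusted p = 1.2e-17, edgeR). EGR4 (ENSG00000135625, chromosome 2 from 73290929 to 73293701) reached 326 CPM ± 68.2, and its DMSO mean of 3.97 CPM ± 16.1 rested on DMSO replicate 10, a library of 460014 counts in which it stood at 68.3 CPM. EGR2 and FOSB were highest in the same DMSO well. The largest falls were those of B4GAT1, LRFN1 and JDP2. JDP2 (ENSG00000140044, chromosome 14 from 75427716 to 75474111) fell from 59.0 CPM ± 12.4 to 1.68 ± 0.60, a log2(Fold Change) of -5.13 (standard error 0.29, adjusted p = 1.3e-13, edgeR).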

Differentially expressed genes detected by population RNA-seq were reliably detected by DRUG-seq at both read depths in ROC curve analysis (Supplementary Fig. 3b), and these genes separated samples into distinct treatment groups in response to compound treatment (Fig. 2c). 

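Dose dependence in population RNA-seq was tested as a linear trend of expression on log10 dose over the 9 treated wells of each compound. The trend passed an adjusted p-value of 0.05 for 4074 genes with triptolide, of which 1142 rose and 2932 fell with dose, and for 8064 genes with homoharringtonine, of which 3868 rose and 4196 fell. With the replicate number as a block, 2374 genes passed for triptolide and 6818 for homoharringtonine, and deviations of wells of the same compound at different doses had a mean correlation of 0.025 for the same number and -0.020 for different numbers (permutation test of the numbers, two-sided, p = 0.7). Leaving out 1 replicate at a time gave between 1460 and 2890 genes for triptolide and between 3241 and 7420 for homoharringtonine. Across genes, which are not independent replicates, log2(Fold Change) at 1000 nM and 10000 nM had a Pearson correlation of 0.909 for triptolide and 0.953 for homoharringtonine. Between 100 nM and 1000 nM it was 0.476 for triptolide and 0.861 for homoharringtonine. Between the compounds at the same dose it was 0.135, -0.115 and -0.142 from the lowest to the highest dose. Over the 9681 genes above a minimum CPM, the values between the compounds were 0.005, -0.249 and -0.279. The positive value at 100 nM thus depended on genes of low expression. Between 100 nM and 1000 nM triptolide the value over these genes was 0.615. All these fold changes share the same DMSO wells, so the correlations are not independent of them. With 1 replicate left out at a time, the value for 100 nM and 1000 nM triptolide ranged from 0.322 to 0.452, below the 0.476 with all wells.

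At all 3 doses, triptolide raised 821 genes and lowered 2418, and homoharringtonine raised 2123 and lowered 2577. The median log2(Fold Change) of the genes lowered at all doses of triptolide was -1.72, -2.48 and -2.38 from 100 nM to 10000 nM. For the genes raised at all doses of homoharringtonine it was 1.67, 2.07 and 2.07. In both cases most of the change between doses lay between 100 nM and 1000 nM. The linear trend fitted to NFKBIA over triptolide dose was -3.44 on the log2 scale per 10-fold increase (standard error 0.44, adjusted p = 0.00019, edgeR). With homoharringtonine the trend was 0.14 (standard error 0.09, adjusted p = 0.19, edgeR), although NFKBIA was raised at each dose. The fall with triptolide was not even. Against homoharringtonine at the same dose, NFKBIA stood at -3.19, -10.21 and -9.83 at 100, 1000 and 10000 nM, with no further fall after 1000 nM. FOSB was raised by 100 nM triptolide, from 3.03 CPM ± 7.56 (SD, n = 18, highest in DMSO replicate 10) to 46.1 ± 9.75 (SD, n = 3), and stood at 1.57 ± 0.09 at 1000 nM and 0.166 ± 0.042 at 10000 nM. With homoharringtonine it stood at 95.3 ± 5.47, 251 ± 41.7 and 240 ± 22.3 CPM at the 3 doses.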

Compound specific dose-dependent expression patterns in responses to treatment were maintained across platforms and read depths (Fig. 2d, Supplementary Fig. 3c as control). DRUG-seq is capable of capturing transcriptome changes related to specific perturbations even at lower read depths. This sequencing depth is comparable with previously published results^8^ and reduces sequencing cost to about 1/100^th^ of standard libraries ($3/sample on Illumina Hiseq 4000 platform). The continuing drop in sequencing cost will further reduce the cost of DRUG-seq.

**Fig. 2:**
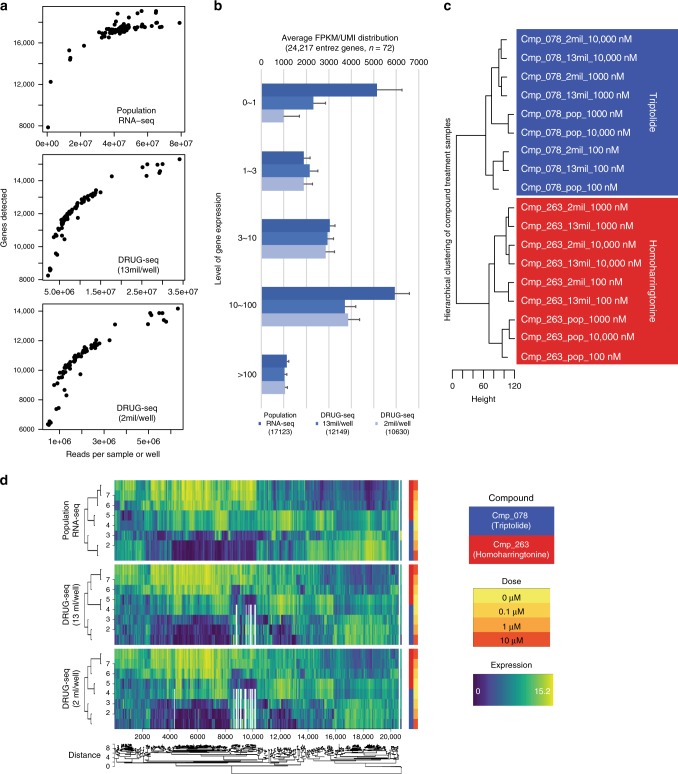
DRUG-seq performance is on par to standard population RNA-seq. **a** Gene detection distribution in population RNA-seq and DRUG-seq sequenced at 13 mil/well and 2 mil reads/well. **b** Gene detection comparison between population RNA-seq, DRUG-seq sequenced at 13 mil/well and 2 mil reads/well. Mean number of genes detected with standard deviation was broken down into different levels, *n* = 72 for each platform and read depth. **c** Differential gene expression detected by population RNA-seq and DRUG-seq both distinctively cluster samples treated with different compounds. Pop: population RNA-seq. 13 mil: DRUG-seq sequenced average at 13 mil reads/well. 2 mil: DRUG-seq sequenced at 2 mil reads/well. **d** Compound impact on differential gene expression is captured by both population RNA-seq and DRUG-seq in dose-dependent manner in meta-hierarchical clustering. The dendrogram located under the heatmaps represent the average correlation between clusters of the tree branch. See details in Methods

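Gene detection in population RNA-seq followed depth. Across the 18 DMSO wells, the number of Entrez genes detected and log10 of the expected counts had a Pearson correlation of 0.97 and a Spearman correlation of 0.93 (permutation test, p = 1e-05 for each, the smallest that 100000 resamples allow; adjusted p = 2e-05 over 6 relations). Without the 2 wells farthest from the median depth, Pearson's r was 0.886. The labels give no sequencing batch, so the relation could not be recomputed within batches. The shallowest DMSO library, with 460014 counts, had 12685 genes with an FPKM above 0 and 12178 with an FPKM of at least 1, against medians of 20199 and 12919 over the DMSO wells. In the triptolide library of 70767 counts, 7977 genes had an FPKM above 0 and 1456 genes had 10 or more expected counts.

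**Figure D2:**
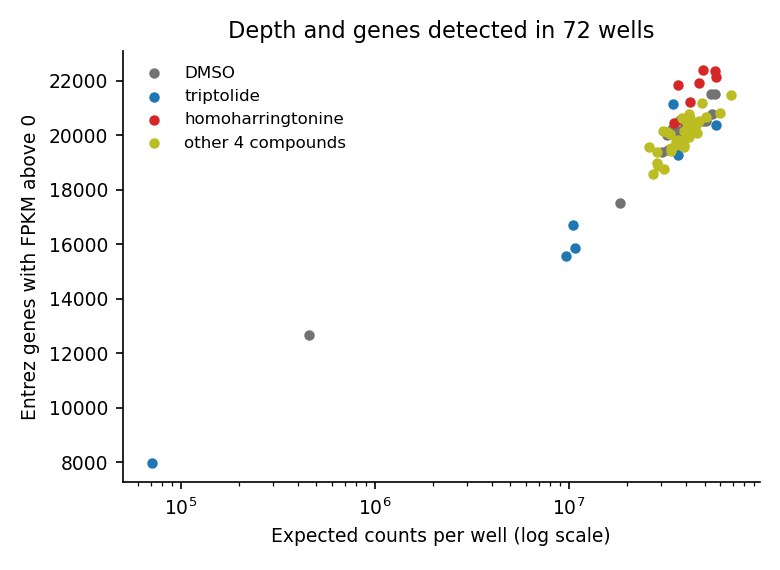
Number of Entrez genes with an FPKM above 0 against the expected counts of each of the 72 population RNA-seq wells (horizontal axis on a log scale). Points are wells, with DMSO in grey, triptolide in blue, homoharringtonine in red and the other 4 compounds in olive. Detection fell from about 20168 genes at the median to 12685 and 7977 in the 2 shallowest libraries.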

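Triptolide and homoharringtonine were clustered on the population RNA-seq alone, with the gene number, quantile normalization and Euclidean distance of the paper's methods. The methods do not give the order in which genes were taken or the linkage for this clustering; up to 1000 differentially expressed genes per compound were taken by smallest adjusted p-value at 10000 nM, which gave 1765 genes, and average linkage was used. Homoharringtonine at 1000 nM and 10000 nM joined first, at a distance of 13.1, followed by triptolide at 1000 nM and 10000 nM, at 18.6. The 100 nM dose joined the higher doses at 31.9 for homoharringtonine and at 87.6 for triptolide. The compounds joined last, at 122.8. The mean distance between compounds was 2.72 times the mean distance between doses of a compound (jackknife SD 0.12). Ordering genes by the size of their change moved this ratio most, to 1.93. Without quantile normalization, the largest distance between doses of a compound, 108.6, exceeded the smallest distance between compounds, 89.7. The genes were chosen for their response to these compounds, so the ratio describes these samples and is not a test. The paper's ROC curve analysis used genes with a log2(Fold Change) above 2 in population RNA-seq, not these 1765 genes. The paper also reports clusters by compound, and dose-dependent patterns that held across platforms and read depths. It then states that DRUG-seq is able to detect the changes of specific perturbations at lower read depths too.

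**Figure D3:**
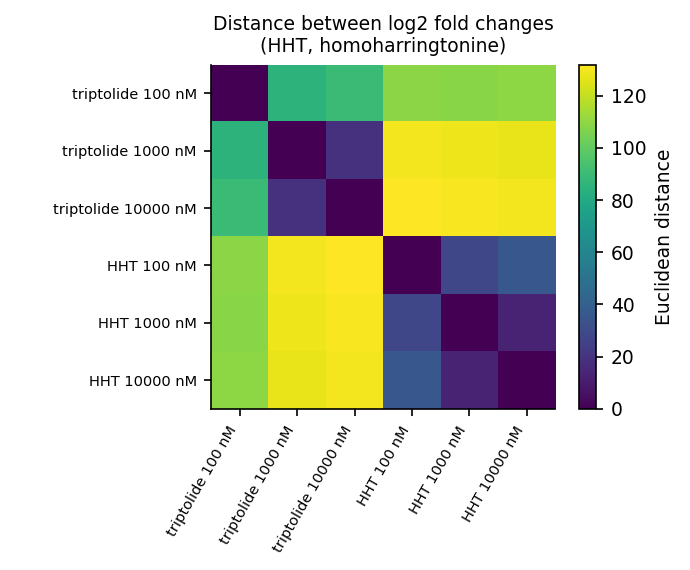
Euclidean distance between quantile normalized log2(Fold Change) profiles of 6 combinations of compound and dose over 1765 genes (HHT, homoharringtonine). Distances between the compounds were at least 108.5, and the largest distance between doses of a compound was 90.1, between 100 nM and 10000 nM triptolide.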

### DRUG-seq can be used to profile compounds and cluster them based on their transcriptional profile

We utilized the DRUG-seq platform to profile a collection of 433 compounds with predominantly known targets (Supplementary Data 3) in triplicates for 8 doses (10 μM, 3.2 μM, 1 μM, 0.32 μM, 0.1 μM, 32 nM, 10 nM, and 3.2 nM) in the osteosarcoma U2OS cells. Optimum treatment time is compound and application dependent. We chose 12 h to balance detection of compound effectiveness and loss of material due to toxicity. Fifty-two out of the 433 compounds that induced transcriptome changes are also present in the Connectivity Map database (https://clue.io/). We compared the number of differentially expressed genes detected by DRUG-seq with the transcription impact score measured in Connectivity Map. In spite of different technology platforms, the two measurements correlate well (*r* = 0.80, Supplementary Fig. 3d), indicating compound potency differences are reliably captured in DRUG-seq.

Transcriptional signatures after compound treatment can group compounds with similar MoA and facilitate mechanistic studies of novel compounds^5^. Out of the 433 compounds, 88 were identified as potent compounds with more than 50 genes significantly changed (|log2(Fold Change)| > 1 and padj < 0.05). Using changes of these genes as measurements in tSNE clustering analysis, we observed distinct signatures (Fig. 3a). Known targets of compounds in the same cluster can functionally implicate common pathways affected under different treatments. MoA of compounds with unknown targets can be inferred from their neighbors in the cluster. For example, in cluster II, although Cmp_308 (brusatol) is a Small Molecule with Unknown Target(SMUT), it closely clusters with Cmp_263 (homoharringtonine), Cmp_253 and Cmp_282 (cycloheximide), which target *EIF4E*, *EIF2AK1* and *RPL6*, respectively, all components of the translation machinery. This suggests that Cmp_308 (brusatol) may also share similar MoA. Interestingly, this was supported by a recent report identifying inhibition of *Nrf2* by this compound through targeting the translation machinery^10^. While additional follow-up experiments will need to be conducted to confirm the newly proposed MoA, this is a valuable validation of our platform and in silico proof-of-concept.

**Fig. 3:**
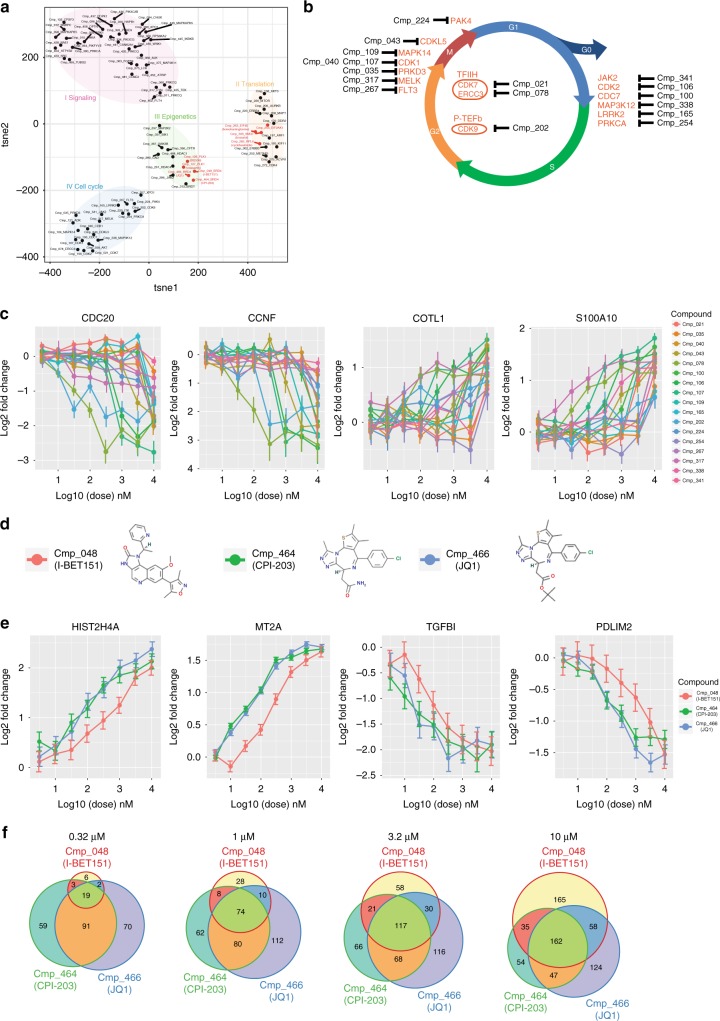
DRUG-seq profiling of compounds produces mechanistic insights. **a** tSNE clustering using 4289 dysregulated genes under compound treatment at 10 μM. Each compound and its target are labeled and closely clustered compounds with labeled common mechanisms are grouped by colors. **b** Compounds in cluster IV arranged based on the functions of their targets during cell cycle^21–33^. CDK7 and ERCC3, being part of TFIIH complex, are involved in DNA repair^34^. CDK9 is the catalytic subunit of transcription elongation complex P-TEFb^34^ **c** Dose-dependent gene expression changes under the treatment of compounds in **b**. Mean gene expression level and standard deviation (*n* = 3) for each compound and dose combination represented. **d** Structure of 3 compounds targeting Brd4. **e** Dose-dependent gene expression changes under the treatment of Brd4 compounds. Mean gene expression level and standard deviation (*n* = 3) for each compound and dose combination represented. **f** Venn diagram of the number of dysregulated genes under increasing dose by Brd4 compounds

Cluster IV consists of many compounds targeting cell cycle machineries, most of which govern G1-S or G2-M transition (Fig. 3a, b). Interestingly, many genes involved in cell cycle functions, such as *CDC20* and *CCNF*, were downregulated under these compound treatments (Fig. 3c), indicating systematic cell cycle perturbation by targeting a single component. However, dose-dependent kinetics of dysregulation of the same target is distinct for each compound, reflecting compound specificity and potency (Fig. 3c).

In cluster III, compounds targeting genes involved in epigenetic regulation, such as *Brd4, BrdT, HDAC1*, and *HDAC4*, are closely grouped (Fig. 3a). Cmp_126 (BI2536) and Cmp_127 (BI6727, volasertib), which target *PLK1*, are also nearby, indicating commonly affected pathways. Interestingly, recent publications classified both compounds as dual kinase-bromodomain inhibitors^11,12^. Of the three compounds targeting *Brd4*, Cmp_466 (JQ1) and Cmp_464 (CPI-203) are structurally related, while Cmp_048 (I-BET151) is more distinct (Fig. 3d). At 10 μM, there is significant overlap of genes affected by all three compounds, including genes involved in chromatin assembly/disassembly and cell death (Supplementary Fig. 5). Although all three compounds similarly impact gene expressions at high doses, Cmp_048 (I-BET151) has a much milder effect at mid to low doses while Cmp_466 (JQ1) and Cmp_464 (CPI-203) track each other closely (Fig. 3e). Few genes are dysregulated by Cmp_048 (I-BET151) at 0.32 μM even though it affects a similar number of genes at higher doses as the other two compounds (Fig. 3f). This not only indicates that DRUG-seq is a powerful tool to identify compounds with similar MoA, but also demonstrates that it is sensitive enough for detailed comparisons of related, yet distinct, compounds.

### DRUG-seq can be used to profile CRISPR knockout cells to uncover gene and compound function

Gene editing with CRISPR/CAS9 has increasingly become an important tool in early pharmacological target validation when target-specific compounds are not available. As proof-of-concept, we set out to compare the effect of CRISPR knockout and compound inhibition of a well-validated compound, Cmp_282 (cycloheximide), with its established target, *RPL6*, using DRUG-seq. The ability to multiplex many treatment conditions accommodates CRISPR control and treatment replicates all in the same plate, and the large number of genes profiled allows for comprehensive comparison. Two plates were set up for each experiment; one plate was processed through the DRUG-seq workflow, and a duplicate plate was processed and sequenced for specific CRISPR-induced indel generation to determine the efficiency of generation of loss of function alleles^13^. In addition, cell confluency was closely monitored to capture potential knockout phenotypes. CRISPR guides targeting *RPL6* demonstrated dramatic phenotypic changes. Four days post-transfection, markedly reduced confluency was observed in replicate wells and indel analysis confirmed significant frameshift mutations between 53 to 71% (Fig. 4a). In knockouts mediated by sgRPL6_10 and sgRPL6_5, *RPL6* level was among the most significantly reduced transcripts (65 and 75%, padj = 1.4 × 10^−40^ and 8.5 × 10^−55^, respectively), while knockout by sgRPL6_9 resulted in a much milder reduction (28%, padj = 0.0006) (Fig. 4b). Unlike CRISPR treatment, compound Cmp_282 (cycloheximide) for 12 h did not reduce *RPL6* mRNA (Fig. 4b). Interestingly, there is only a partial overlap between the transcriptomes of the CRISPR- and compound-treated cells, likely due to the different mechanism of CRISPR gene knockout vs. compound treatment and/or the difference in kinetics: Slow for CRISPR and rapid for compound treatment. Genes affected by compound treatment did partially overlap with genes dysregulated in CRISPR knockouts (Fig. 4c), many of which are involved in translation and rRNA metabolic processes. The result is expected for the function of a ribosomal subunit and a compound impacting the translational machinery. Using this set of genes, treated samples from both compound and CRISPR perturbations were clustered together and clearly separated from DMSO treatment and non-targeting control samples in hierarchical clustering (Supplementary Fig. 6), suggesting a shared mechanism under both treatments. Interestingly, there were many more genes that were uniquely affected by the compound and these include regulators of cell death, localization, and cellular response to DNA damage stimulus (Fig. 4c). This may indicate that Cmp_282 (cycloheximide) has additional unidentified targets.

**Fig. 4:**
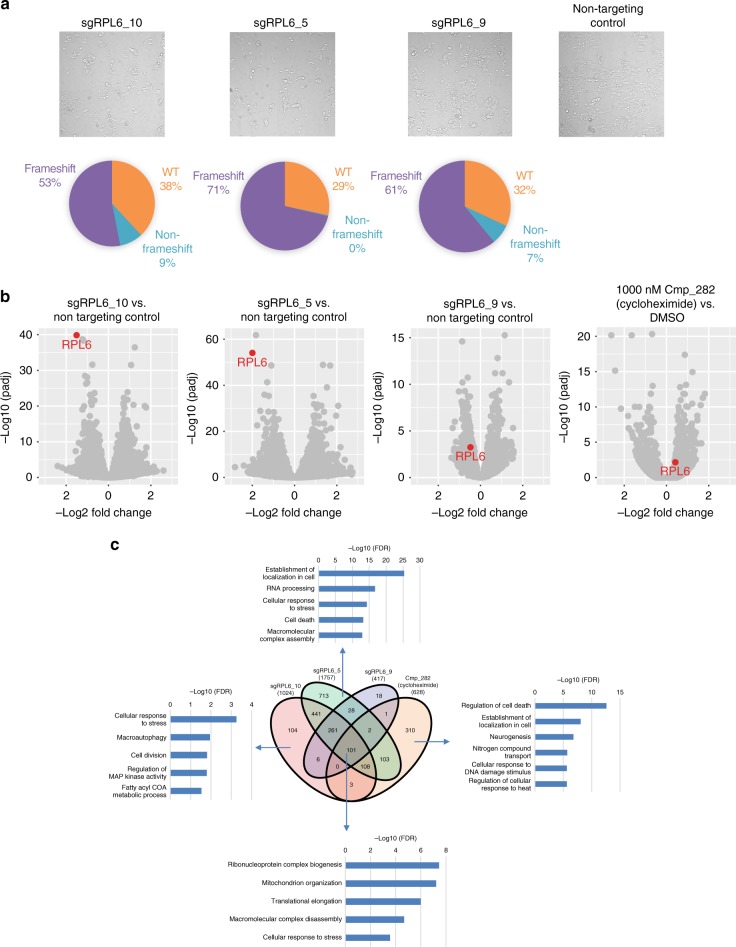
CRISPR KO results compared with compound treatment of the same target. **a** Upper: CRISPR knockout of RPL6 reduced confluency. Lower: Indel type breakdown of specific guide RNA treatment from average of 4 samples. **b** Differential gene expression analysis of RPL6 CRISPR knockouts and 1 μM Cmp_282 (cycloheximide) treatment targeting RPL6. Target gene RPL6 is highlighted in red. *n* = 4 for CRISPR samples and *n* = 3 for compound treatment samples. **c** Venn diagram of the number of differentially expressed genes in CRISPR knockouts and under 1 μM Cmp_282 (cycloheximide) treatment, and GSEA analysis of 101 core genes impacted in all CRISPR knockouts as well as Cmp_282 (cycloheximide) treatment, and CRISPR/compound treatment specific GSEA categories. Selected GSEA categories are each represented with –log10(FDR) value

### DRUG-seq has advantages over L1000 and RASL-seq

Besides significant cost reduction, another advantage of the DRUG-seq platform compared to L1000 and RASL-seq is the ability to directly measure > 10000 genes without computational inference, many of which were not included in L1000 assay (Supplementary Fig. 3a). To compare the accuracy of the two platforms, tSNE plus K-means clustering using genes either directly measured or measured + inferred in L1000 was compared with DRUG-seq results. Clustering in DRUG-seq was more accurate with better separations (Supplementary Fig. 7a-d). The 1351 differentially expressed genes detected by DRUG-seq but not by L1000 + inferred are enriched for pathways involved in mitochondria functions, tretinoin response, *EZH2* targets and genes located in 9q34 (Supplementary Data 4 and Supplementary Fig. 7e), underscoring the advantage of a more comprehensive transcriptome by DRUG-seq. This indicates that targeted approaches such as RASL-seq or L1000 capture some but not all transcriptional changes afforded by a less-biased approach such as DRUG-seq.

## Discussion

In summary, we developed a massively parallelized, automated, low-cost next-generation sequencing-based method to profile whole transcriptome changes under chemical and genetic perturbations and successfully applied it in an industrial high-throughput screening environment. DRUG-seq is a powerful tool that has advantages over other technologies such as RASL-seq, PLATE-seq and L1000. It is easier to perform, has higher throughput, is unbiased and is cost-effective. DRUG-seq is a powerful tool to assist novel compound mechanistic studies, compound repurposing efforts and identification of genetic transcriptional networks with CRISPR/CAS9-based gene knockout.

## Methods

### Cell lines and compound treatment

C2C12 (ATCC CRL-1772), 293 T (ATCC CRL-3216), and U2OS(ATCC HTB-96) cells were used in compound profiling experiments. Passage number was limited to 50 before being replaced with a new batch of cells. Cells were plated down to 50–80% density in 384-well plates or 24-well plates for at least 6 h before compound treatment. For 384-well treatment, compounds were added at half log decreasing dose for 8 doses: 10 μM, 3.2 μM, 1 μM, 0.32 μM, 0.1 μM, 32 nM, 10 nM, and 3.2 nM in triplicates with DMSO as a control. For population RNA-seq study, compounds were added to cells grown in 24-well plates at 10 μM, 1 nM, and 0.1 μM in triplicates with DMSO as a control. After 12 h, 384-well plates were collected and cells were lysed for DRUG-seq library preparation. Cells in 24-well plates were processed following the standard population RNA-seq procedure below.

### Population RNA-seq library construction

Cells were collected from wells and RNA was purified with RNeasy mini kit (Qiagen). RNA QC was carried out with Bioanalyzer RNA 6000 nano kit (Agilent). Population RNA-seq libraries were constructed according to manufacturer’s instruction (Illumina Truseq library construction), and sequenced on a Hiseq 4000 instrument with a minimum of 30 mil read depth.

### Population RNA-seq data analysis

Population RNA-seq data were processed using a standard RSEM workflow^14^. The resulting FPKM values were used for comparison with DRUG-seq. Gene detections were evaluated with NCBI Entrez genes present in Ensembl reference.

For clustering comparison between population RNA-seq and DRUG-seq, unsupervised meta-clustering was performed using the nclust1 R package available at (http://bcf.isb-sib.ch/nclust/v1/). Briefly, as similarity measures, Fisher Z-transformation of Pearson’s correlation is combined across datasets using random effect meta-analysis summary^15^. Average linkage is used as the clustering criteria^16^. For visualization of the dendrogram, the height of the tree branches corresponds to the correlation obtained by inversing the Fisher Z-transformation of the average linkage scores. Row clustering is performed on pooled data matrix. For visualization, they are stratified by the dataset of origin, but maintaining the ordering of the pooled data.

### DRUG-seq library construction and sequencing

Cells attached to wells were lysed directly in wells with 15 μl lysis buffer. Then plates were sealed and placed on a microplate shaker for 15 min at 900 rpm. Barcoded DRUG-seq RT primers (Supplementary Data 1) were dispensed into individual wells with an Echo liquid handler (Labcyte Inc), and cell lysate was transferred into 384-well PCR plates pre-dispensed in each well with RT mix and diluted ERCC mix1 (Thermo Fisher). Plates were incubated at 42 °C for 2 h. Material from each well in a 384-well plate was pooled into a single sample, purified with DNA clean & concentrator-100 kit (Zymo Research) and Agencourt RNAClean XP beads (Beckman Coulter). After ExoI treatment, material was pre-amped with DRUG-seq PCR primers and purified. The pre-amped material was fragmented with Nextera enzyme (Illumina), and individual libraries were indexed and quantitated with qPCR before sequencing on a Hiseq 4000 (Illumina). See Supplementary Information for specific barcode and primer sequences and detailed protocol.

### DRUG-seq data analysis

DRUG-seq data processing was carried out with a custom script. Briefly, 10-base well position barcodes and 10-base UMI information from read1 fastq are first incorporated into read2 fastq as part of sequence ID. Then read2 sequence was aligned to transcriptome by STAR^17^ with hg38 reference index and Ensembl gene references. The resulting uniquely mapped alignments are then demultiplexed and the transcript UMI for each gene is counted for each sample well. A gene expression matrix is then used for differential gene expression analysis with DESeq2 in R^18^ for each triplicate samples representing unique compound/dose combination with DMSO treatment as control.

Clustering analysis was carried out using tSNE method^19^. Compounds were selected if at 10 μM more than 50 genes in differential gene expression analysis meet the cutoff criteria (padj < 0.05, |log2(Fold Change)| > 1). Then log2(Fold Change) compared to DMSO was quantile normalized. For each qualified compound, up to 200 differentially expressed genes were selected as candidate genes to avoid a dominating effect by potent compounds. Then candidate gene lists for all compounds were combined, resulting in 4289 genes total, and the quantile normalized log2 (Fold Change) for each gene under each compound treatment was used as the measurement. Up to 3000 iterations were performed to generate optimum clustering using the tsne package in R. Over-represented gene categories were generated using gene set enrichment analysis^20^.

Gene selection for hierarchical clustering analysis of Cmp_078 (triptolide) and Cmp_263 (homoharringtonine) was carried out similarly, with up to 1000 candidate genes selected for each compound. The quantile normalized log2 (Fold Change) was used to calculate Euclidean distance in clustering analysis.

From population RNA-seq results, differentially expressed genes with log2 (Fold Change) > 2 were used as true positives in ROC curve analysis for DRUG-seq samples with the same compound/dose combination.

### DRUG-seq profiling of CRISPR mutants

To profile CRISPR mutations, synthetic targeting and control gRNAs were reverse transfected using Lipofectamine RNAiMAX (Thermo Fisher) in 4 replicates to a U2OS cell line stably expressing Cas9 at 2500 cells per well in a 384-well plate. Cells were monitored daily after transfection and collected at day 4 for indel and transcriptome profiling. Library construction, sequencing and data analysis were carried out the same way as compound-treated samples. Differentially expressed genes were selected with cutoff of padj < 0.05 and |log2(Fold Change)| > 0.6 for both CRISPR mutations and Cmp_282 (cycloheximide) treatment. Over-represented gene categories were generated using gene set enrichment analysis^20^.

### CRISPR indel detection

CRISPR indel detection were carried out as previously described^13^. To prepare the samples for sequencing, two rounds of PCR were performed. The first round of PCR utilized locus-specific primers to amplify the edited region (Supplementary Data 2). The product formed during the first round was then used as a template for a second round of PCR to add dual indices compatible with the Illumina system. Libraries were quantitated by qRT-PCR and subsequently sequenced on the Illumina MiSeq system. For sequence analysis, raw reads were aligned to a reference sequence, then tallied based on genotype. Finally, tallied genotypes were binned into one of three categories: wild type, in-frame, and frameshift.

### Statistics

Statistical test used in differential gene expression analysis is provided by DESeq2 R package^18^. All sample correlations are calculated using Pearson method with two tailed *t* test. GSEA employs statistical test detailed in ref. ^20^. All barplots are overlaid with scatter plots to show individual data points with the exception of Fig. 2b, where it was not possible to plot all the points and the GSEA analysis in Fig. 4c, where each bar represents a single -log10(FDR) value.

### Computer code availability

All custom computer codes are available upon reasonable request from the corresponding author (A.K.).

### Note on cell lines

C2C12, 293 T, and U2OS are not on the latest list of ICLAC commonly misidentified cell lines, and the identity of a particular cell line is immaterial to the technical assessment of DRUG-seq. Cell lines are also obtained from ATCC, which authenticates cell lines by STR testing. Internally, all cells are routinely tested for mycoplasma contamination.

## Electronic supplementary material

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Peer Review File

Description of Additional Supplementary Files

## Data Availability

The RNA-seq data has been deposited at GEO under the accession code GSE120222. All other data are available upon reasonable request from the corresponding author (A.K.).

# Supplementary material for: DRUG-seq for miniaturized high-throughput transcriptome profiling in drug discovery
**Source:** Nat Commun. 2018 Oct 17;9:4307. doi: 10.1038/s41467-018-06500-x
**Supplement:** Supplementary file 7 — Description of Additional Supplementary Files

**Title:** Supplementary Table I

**Description:** Barcoded DRUG-seq RT primers

**Title:** Supplementary Table II

**Description:** Additional primers used in this study

**Title:** Supplementary Table III

**Description:** List of compounds profiled in this study and their potential targets

**Title:** Supplementary Table IV

**Description:** Differentially expressed genes under compound treatment detected by DRUG-seq but not in L1000 measured or inferred gene lists” from the table of contents (these are the titles for the Description of Additional Supplementary Materials file that will need to be generated)

How the deposited data were processed for this re-analysis (not part of the article)

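Population RNA-seq libraries of 72 wells of U2OS cells were used: 18 DMSO wells, and 3 wells for each of 6 compounds at each of 3 doses, collected after 12 h. Conditions, doses and replicate numbers were taken from the sample labels and checked against the paper, which gives the names of the compounds through its list of profiled compounds. DRUG-seq, CRISPR and species mixing libraries were not analysed here.

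The authors made the values with a standard RSEM workflow from TruSeq libraries, and the paper's text does not name the version of RSEM or of the annotation for these libraries. Each file gives 60371 Ensembl genes with 3 values. The deposited expected counts are RSEM's estimates of the number of reads from each gene, not normalized and not always whole. The deposited TPM values are scaled by the authors' RSEM run to gene length and to a fixed sum per library. The deposited FPKM values are scaled by the authors' RSEM run to gene length and to the number of mapped reads, and are printed with 2 decimals. Gene symbols, biotypes and positions came from the GENCODE annotation of GRCh38, release 44, which held 56104 of the 60371 identifiers, and Entrez identifiers from a RefSeq gene table, which gave 39259 of them. The files hold no coordinates, so no positions of different builds were mixed.

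Sums of expected counts per well were used as depth. They ranged from 70767 to 68296309 with a median of 38369496, and 3 libraries were under 10 mil. For the mitochondrial share of the library of 70767 counts, a 95% Wilson interval was computed; it covers counting error only. All 3 shallow libraries were kept in the main gene counts and detection results, and fits without them were made as an alternative. The correlations of deviations by replicate number left out the shallow triptolide wells. They used 2 wells each of triptolide at 100 nM and 1000 nM.

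From the expected counts, rounded to whole numbers, differential expression was tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr with its smallest count of 10, glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment) and, as an alternative, with DESeq2 1.42.0. Each compound and dose was compared with the 18 DMSO wells, triptolide was compared with homoharringtonine at each dose, and linear trends on log10 dose and the difference between the trends of these 2 compounds were fitted over the treated wells. Counts of genes against DMSO and between compounds required an adjusted p-value under 0.05 and a log2 fold change above 1 or below -1. Counts for trends required the adjusted p-value only. A standard error is the absolute log2 fold change or slope divided by the square root of the F statistic, so for large changes of low counts it is approximate. The same test was run on 100 random draws of 3 DMSO wells against the other 15. After seeing the results, these draws were fitted again with fragment length or GC slope as a covariate, and the 78 draws without a library under 10 mil were fitted again with all such libraries left out. The scripts were tested on simulated counts for 14316 genes, of which 200 were changed by a log2 fold change of 2. Of these, edgeR recovered 198 with 3 false calls, DESeq2 199 with 7 and the fit with a replicate block 186 with 11. The dose trend recovered 200 with 6 false calls and the difference between trends 199 with 8. In the real data 10000 nM triptolide changed 8607 genes, far more than in the simulation. The simulation therefore does not test normalization or the fits under such broad changes. Nothing is claimed from it for libraries as uneven in depth as the triptolide wells.

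Permutation tests were made in Python 3.11.15 with scipy 1.17.1, exactly where a group had fewer than 10 wells and otherwise with 100000 resamples. To test the effect of depth on DMSO replicate 10, the counts of the other 17 DMSO wells were thinned at random to its sum, 100 times each. Log2 values for distances between wells used CPM with a pseudocount of 1. The 13 mitochondrially encoded mRNAs were used for the share of mitochondrial counts and for 1 alternative scaling. The fragment length of a library was inferred from the effective lengths RSEM printed. The GC slope of a library was fitted to its log2 expression minus the DMSO mean, per 10 percentage points of GC content of a gene's transcripts. A broad response to a compound can therefore enter the slope. A GC value was available for 97.7% of the tested genes.

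The rule for the genes named in the text was fixed before the data were examined, and for most of them it picks the largest changes from the data: the targets the paper lists for triptolide and homoharringtonine (ERCC3 and EIF4E); for each of these compounds the 3 protein-coding genes with the largest rise and the 3 with the largest fall at 1000 nM among those with a mean of at least 10 CPM, past the threshold in the same direction at all 3 doses and with every treated well on the same side of the DMSO mean; for the other compounds with at least 10 changed genes at 10000 nM, the 2 largest rises and the 2 largest falls there; and CDC20 and CCNF, which the paper names for cell cycle compounds. SNAPC1, ZNF222 and SMG1P2 fall outside this rule and come from the test of carried-over reads, chosen after the results were seen.

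Replicate numbers are those of the sample labels. The labels do not say that wells of the same number belong together, so the fit with the replicate number as a block (the compound's wells and DMSO wells 1 to 3) is an alternative to the unpaired fit. Deviations of compound and DMSO wells had a mean correlation of -0.052 for the same number against 0.024 for different numbers. Between compound wells of different combinations it was 0.028 against -0.016 (two-sided test with the numbers permuted 10000 times within each compound and dose, p = 0.13). Other alternatives, also set before the data were examined, changed the normalization, the filter on low counts, the wells that share a fit, the fold change threshold and the libraries or replicates included. Covariates for fragment length and GC slope, alone or with the replicate block, trends without shallow libraries, and a list of protein-coding and long noncoding genes for detection were added after seeing the data. The replicate block and the GC slope together, on 3 treated and 3 DMSO wells, leave little freedom in the fit.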

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

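The tests of fragment length, GC content, library depth, DMSO draws fitted again, a few large genes, a shared batch and normalization in this part were chosen only after the results were seen; the splits of the wells were set beforehand.

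The paper's text describes no change of expression with nilotinib in population RNA-seq; Supplementary Figures were not used here. At 100 nM, 274 genes were differentially expressed against the 18 DMSO wells (130 raised and 144 lowered), more than in any of 100 random draws of 3 DMSO wells against the other 15, of which the highest gave 253. Without libraries under 10 mil expected counts there were 287 genes. Among the 78 of these draws that could be fitted again without them, the draw of DMSO replicates 1, 3 and 7 gave 354 and the second highest 1. In 100 separate draws without these libraries the highest gave 8. The level of the test without a compound reached this count in 1 draw and is not ruled out for it. No nilotinib well was under 10 mil, so library depth was not tested by leaving these libraries out. With fragment length as a covariate 251 genes remained and with GC slope as a covariate 306, where the same 100 draws gave at most 76 and 10. However, the count ranged from 112 to 1108 when 1 replicate was left out. The 1108 genes came without replicate 1, which had the longest fragments of the 3 wells (207.7) and the only negative GC slope (-0.1239). The covariate fits argue against either measure alone, as fitted, for the 274 genes. The fits that left out a replicate had no covariate, so they do not show why the count moved. A few genes taking most of the counts did not account for it, since the 10 largest genes held at most 5.93% of the counts in these wells, within the range of the DMSO wells. With the replicate number as a block there were 0 genes (791 at an unadjusted p under 0.05), in fits with 3 DMSO wells only, while the block and the GC slope together gave 306. Deviations of nilotinib and DMSO wells had a mean correlation of -0.117 for the same number and 0.152 for different numbers, which gives no sign of a batch shared by wells of the same number; the block fits alone leave it open. Of 8 splits made by exchanging nilotinib wells with the DMSO wells of the same number, 2 gave as many genes, the real split included, and the other gave 400; 8 splits cannot give a share under 0.05. No biological explanation of the 274 genes is offered.

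At 10000 nM nilotinib, 580 genes were differentially expressed (448 raised and 132 lowered), again above the highest DMSO draw. Fragment length as a covariate gave 656 genes and GC slope as a covariate 545, where the same DMSO draws gave at most 76 and 10. The libraries of at least 10 mil expected counts gave 592, where again no nilotinib well was left out, and the DMSO draws at most 354; these wells held 38.1 to 40.5 mil counts, within the range of the DMSO wells. The 10 largest genes held at most 5.51% of the counts. The replicate block gave 1199 genes, more than without it. Of 8 such splits by exchange with DMSO wells of the same number, 1 gave as many genes, the real split, and the others gave 0, as did 12 further splits that part fewer same-numbered pairs. A set of 8 splits cannot give a share under 0.05 and so cannot decide the question by itself. With the replicate block and the GC slope together, 4 genes remained. That fit held 3 DMSO wells only and had little freedom left, so the number can fall from that alone. The GC slopes of the nilotinib wells (-0.213 to -0.0486) also lay below those of these DMSO wells (0.0032 to 0.2101). The genes with the largest changes held in that fit too: CXCL8 stood at 273 CPM ± 86.6 (SD, n = 3) against 1.19 ± 1.49 (SD, n = 18), a log2 fold change of 8.29 (standard error 0.23, adjusted p = 4.5e-18, edgeR), and of 6.92 with the block and the GC slope (adjusted p = 0.013). TRAF1 stood at 103 CPM ± 12.6 against 4.23 ± 4.66, a log2 fold change of 5.00 (adjusted p = 2.3e-15, edgeR), and of 4.46 with both terms (adjusted p = 0.011). All 3 treated wells lay above every DMSO well for both genes. An effect of nilotinib on some genes at this dose is therefore a candidate explanation, as a hypothesis only, while the number of genes depends on the model. MAP1A fell from 256 CPM ± 53.7 to 81.2 ± 9.51 and E2F2 from 68.1 ± 15.1 to 28.8 ± 6.13.

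An interaction test for a different effect of dose with triptolide and homoharringtonine, on the 18 treated wells, gave 7755 genes at an adjusted p-value under 0.05 (3646 with the higher slope under triptolide and 4109 under homoharringtonine). Without libraries under 10 mil expected counts there were 8172 genes, with GC slope as a covariate 9352, and with library size only as normalization 7295. Shallow libraries and this change of normalization therefore did not account for the count. The GC slope was taken from the wells' own expression, so the response to these compounds can enter it. The fit with it cannot decide on GC content. The scaling to mitochondrially encoded mRNAs and upper quartile normalization are not covered by this. Of 100 splits made by exchanging wells of the same dose and number between the compounds, however, 6 gave as many genes, the real split included, with up to 11823 in another, a share of 0.06. Exchanging the wells of a dose carries the difference between the compounds at that dose into the slopes, so these splits do not show the level without an interaction, and a chance split of the wells was not ruled out by them. For NFKBIA, the slopes differed by -3.98 on the log2 scale per 10-fold dose (standard error 0.41, adjusted p = 9.3e-07, edgeR).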

How the results depend on the processing

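All tests of other settings in this part were chosen before the data were examined, except the covariates for fragment length and GC slope, the trends without shallow libraries and the list of protein-coding and long noncoding genes, which were chosen after seeing the data. Why a setting moved a count was not tested unless stated; the cause was not tested for any value below.

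Leaving out the 3 libraries under 10 mil expected counts moved 0 of the 28 gene counts by more than 1.5 times. DESeq2 moved 6 of 30 and left the counts for triptolide and homoharringtonine against DMSO within that range. It gave 4 genes for pyrazolanthrone at 1000 nM, 1, 8 and 1 for miglitol at 100, 1000 and 10000 nM, 12 for MK-2206 at 100 nM, and 5243 between triptolide and homoharringtonine at 100 nM. With all 72 wells in 1 fit there was 1 gene for pyrazolanthrone at 1000 nM, 12 for miglitol at 1000 nM, and 16 and 84 for MK-2206 at 100 and 1000 nM.

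The scaling changed the balance of directions for triptolide. With library size only, triptolide raised 1077, 800 and 785 genes at 100, 1000 and 10000 nM. With upper quartile normalization it raised 3258 and 4308 at 100 and 1000 nM. Scaled to the 13 mitochondrially encoded mRNAs, it raised 140, 7 and 8 genes and lowered 13780, 17391 and 18041; pyrazolanthrone at 100 nM then changed 29 genes, nilotinib 718 and 3357 at 100 and 10000 nM, miglitol 20 at 1000 nM, and MK-2206 2, 28 and 47 at the 3 doses. More genes fell than rose with triptolide under each of these scalings except upper quartile normalization at 100 nM, where 2953 fell and 3258 rose.

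Without a low-count filter, triptolide raised 4183 genes at 100 nM, homoharringtonine raised 4523, 6827 and 7673 at the 3 doses, and MK-2206 changed 3 at 100 nM. With only genes of at least 10 expected counts in every well, triptolide raised 17, 931 and 1273 genes and lowered 106, 2229 and 2354, homoharringtonine raised 826, 1276 and 1435 and lowered 1239, 1337 and 1500, pyrazolanthrone changed 5 and 26 at 100 and 10000 nM, nilotinib 26, 21 and 94, and MK-2206 8 and 23 at 1000 and 10000 nM. Depth limits what this filter can keep. DMSO replicate 10, part of each comparison with DMSO, held 7646 Entrez genes with 10 or more counts. The library of 70767 counts, a well with 100 nM triptolide, held 1456.

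With a log2 fold change above 2, triptolide raised 451, 219 and 195 genes and lowered 1210, 3259 and 3137, and homoharringtonine raised 897, 1645 and 2017 and lowered 1231, 1519 and 1850. Pyrazolanthrone then changed 49 and 19 genes at 100 and 10000 nM, nilotinib 38, 29 and 132, and MK-2206 0, 7 and 15, where the 0 at 100 nM stands beside 1376 genes at an unadjusted p under 0.05.

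The replicate block moved 10 of 30 gene counts. Triptolide raised 1035 genes at 100 nM with it, and its dose trend passed for 2374 genes. Pyrazolanthrone changed 10 and 924 genes at 100 and 10000 nM, nilotinib 0, 0 and 1199, miglitol 1285 at 10000 nM, and MK-2206 0 and 21 at 100 and 1000 nM. Beside the counts of 0, 791 and 940 genes for nilotinib at 100 and 1000 nM and 593 for MK-2206 had an unadjusted p under 0.05. With the replicate block and the GC slope together, triptolide raised 636 genes at 100 nM, and homoharringtonine raised 1939 and lowered 2072 at 100 nM and raised 2502 and lowered 2972 at 10000 nM. Pyrazolanthrone changed 100 and 13 genes at 1000 and 10000 nM, nilotinib 89 and 4 at the same doses, miglitol 51, 94 and 61, and MK-2206 85, 240 and 50.

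With fragment length as a covariate, pyrazolanthrone at 100 nM changed 0 genes (1987 at an unadjusted p under 0.05), miglitol 17 at 1000 nM and MK-2206 5 at 100 nM. With GC slope as a covariate, miglitol changed 14 genes at 1000 nM, and MK-2206 11 and 115 at 100 and 1000 nM.

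Across the fits that each left out 1 replicate, the counts for triptolide and homoharringtonine against DMSO and against each other stayed within 1.5 times. The dose trend ranged from 1460 to 2890 genes for triptolide and from 3241 to 7420 for homoharringtonine, and the difference between them from 4222 to 5124. Pyrazolanthrone ranged from 15 to 316 genes at 100 nM and from 0 to 1 at 1000 nM, nilotinib from 112 to 1108 at 100 nM and from 105 to 247 at 1000 nM, miglitol from 0 to 1 at 1000 nM, and MK-2206 from 0 to 1 at 100 nM and from 31 to 59 at 1000 nM. The separation of the 18 wells by compound ranged from 131.5 to 137.1.

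The median number of genes detected was 17145 with an FPKM of at least 0.1, 12824 with at least 1, 15434 with at least 10 expected counts, 24769 over all Ensembl genes and 17892 over protein-coding and long noncoding Entrez genes. Over all Ensembl genes, the levels up to 1, from 1 to 3 and from 3 to 10 held 10623, 2657 and 3536 genes; with TPM in place of FPKM, the level from 3 to 10 held 2973 and the level above 100 held 1582. The pseudogene measure was 0.522% as a share of expected counts and 2682 as a number of pseudogenes. The ratio of distances was 1.93 with genes ordered by the size of their change, 2.47 with up to 200 genes per compound and 2.95 with fold changes from DESeq2.

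Among 464 values of the 32 named gene results under other settings, 424 kept their direction and their side of the threshold, 31 were weaker, 2 were stronger and 7 reversed. The reversals concerned ERCC3 and EIF4E only. ERCC3 at 1000 and 10000 nM triptolide was -0.170 and -0.037 with library size only, and -2.17 and -2.28 when scaled to the mitochondrially encoded mRNAs; these reversals are of about the size of the shift of all genes under these scalings. EIF4E at 1000 and 10000 nM homoharringtonine was -0.025 and -0.285 with GC slope as a covariate, and -0.33 at 10000 nM with the replicate block and the GC slope. The response to homoharringtonine can enter the GC slope, so these reversals do not settle the direction.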

Differences from the paper's values

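None of the comparisons in this part rest on tests chosen only after a result was seen, except the list of protein-coding and long noncoding genes.

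The paper states a minimum of 30 mil reads per population RNA-seq sample. The smallest sum of expected counts was 0.071 mil, and 11 of the 72 wells lay under 30 mil. Expected counts leave out reads not assigned to a gene, so wells slightly under 30 mil may have had that many reads. This could not be checked here. Without the libraries under 10 mil expected counts the smallest sum was 10.5 mil, so none of the alternatives set before the data were examined closed the gap. Fig. 2a of the paper also shows population RNA-seq samples with fewer reads than the stated minimum.

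The number of Entrez genes over which levels were counted was about 24000 in Fig. 2b of the paper, read by eye. The genes paired with an Entrez identifier here numbered 39175, and the genes in all 60371, so none of the alternatives set before the data were examined closed the gap. With protein-coding and long noncoding genes only, a list chosen after seeing the values, 24013 Entrez genes were counted. The paper also gives a median of 17 K Entrez genes detected, and its text states no detection threshold. Here the median was 20168 with an FPKM above 0 and 17145 with an FPKM of at least 0.1, an alternative set before the data were examined. With the list chosen later it was 17892.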

Other observations

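The tests of fragment length, GC content, library depth, DMSO draws fitted again, thinned libraries, replicate numbers, a few large genes and carried-over reads in this part were chosen only after the results were seen; the splits of the wells, the depth relation and the tests of CDC20, CCNF and the mitochondrial share were set beforehand.

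For each compound and dose, the 3 treated wells and 18 DMSO wells were split in other ways. Among the 8 splits that exchange treated wells with DMSO wells of the same number, or none, 1 gave as many genes for each count of triptolide and homoharringtonine, raised or lowered, at each dose, namely the real split; the highest count of another split was 1604 for triptolide, among genes lowered at 1000 nM, and 2651 for homoharringtonine, among genes raised at 10000 nM. The number was also 1 of 8 for pyrazolanthrone at 100 and 10000 nM, for nilotinib at 1000 and 10000 nM and for MK-2206 at all 3 doses, and 2 of 8 for nilotinib at 100 nM. It was 8 of 8 for pyrazolanthrone at 1000 nM and for miglitol at all 3 doses, where the real split gave 0 genes (1033 at an unadjusted p under 0.05 for pyrazolanthrone, and 944, 1563 and 4195 for miglitol). Such numbers cannot give a share under 0.05. The 12 other splits differ in parting fewer same-numbered pairs; they gave up to 1369 genes lowered for triptolide at 100 nM. At least 1 of these 12 splits gave more genes than the real split for pyrazolanthrone at 100 nM (179 against 170) and 1000 nM (289 against 0, with 1033 at an unadjusted p under 0.05), for miglitol at 100, 1000 and 10000 nM (up to 1, 212 and 1 against 0), and for MK-2206 at 100 nM (390 against 1) and at 10000 nM, where the real count of 132 was exceeded by 1 split. For triptolide against homoharringtonine, 1 of 4 splits gave as many genes at each dose, the others 0. For the dose trends, 2 of 100 splits gave as many genes for triptolide, with up to 5031 in the other, and 1 of 100 for homoharringtonine, where the next gave 6465.

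The paper's text describes no change of expression with the other 4 compounds in population RNA-seq. Of their 12 combinations with a dose, 2 gave more genes than the highest of 100 DMSO draws, nilotinib at 100 nM (274) and at 10000 nM (580). For the lower of these, another split of the same wells gave 400 genes. The nilotinib wells were still in that comparison, so it does not show the level of the test without a compound. Nilotinib at 100 nM gave 287 genes without libraries under 10 mil expected counts. The highest DMSO draw fitted that way gave 354, so that level was not ruled out for it. Pyrazolanthrone changed 170, 0 and 214 genes at 100, 1000 and 10000 nM, nilotinib 209 at 1000 nM, and MK-2206 1, 53 and 132 at the 3 doses. These lie under the highest draw of 253, but only 2 of the 100 draws gave 10 or more genes, with 209 in the second and a median of 0. Without libraries under 10 mil expected counts, 78 of these draws could be fitted again, and the highest gave 354 and the second 1. Pyrazolanthrone then changed 200 and 230 genes at 100 and 10000 nM, nilotinib 219 at 1000 nM, and MK-2206 61 and 138 at 1000 and 10000 nM. All were under the highest draw and above the second. In 100 separate draws without these libraries the highest gave 8 genes. The test without a compound thus reached these counts in 1 draw only. That level was rare but is not ruled out for them. At 10000 nM pyrazolanthrone, DDIT4 rose from 54.9 CPM ± 6.75 (SD, n = 18) to 233 ± 2.66 (SD, n = 3) and ALDH1L2 from 10.1 ± 2.53 to 34.0 ± 2.05, while ACKR3 fell from 16.9 ± 5.28 to 5.85 ± 0.56 and WNT9A from 3.43 ± 3.14 to 0.946 ± 0.165. At 10000 nM MK-2206, IL17RD rose from 10.9 ± 1.61 to 33.0 ± 9.24 and GPR137B from 17.4 ± 10.5 to 46.2 ± 19.3, and TNFRSF9 fell from 10.9 ± 3.57 to 3.04 ± 0.18.

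For the 170 genes at 100 nM pyrazolanthrone, fragment length of the libraries is a candidate explanation: with it as a covariate 0 genes remained (1987 at an unadjusted p under 0.05), while with GC slope as a covariate there were 211. These wells had fragment lengths of 150.61 to 154.83, and DMSO replicates 9, 3 and 7 had 143.8, 154.51 and 156.45, so the lengths overlapped. The count ranged from 15 to 316 genes when 1 replicate was left out, which does not bear on GC content. The 100 DMSO draws with GC slope as a covariate gave at most 10 genes, against the 211 here. This argues against the GC slope alone, as fitted, for this count. An effect of the compound was not ruled out by these tests.

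GC content and fragment length went together across libraries. In the 18 DMSO wells, fragment length and GC slope had a Spearman correlation of -0.721 (permutation test, p = 0.00089, adjusted p = 0.0015 over 6 relations) and a Pearson correlation of -0.663 (p = 0.0027, adjusted p = 0.0041), and without the 2 farthest wells Pearson's r was -0.859. In the 36 wells of the other 4 compounds the values were -0.681 and -0.713 (p = 1e-05 for each, the smallest that 100000 resamples allow, adjusted p = 2e-05), and r was -0.704 without the 2 farthest. In DMSO draws, log2 fold change and GC content correlated across genes between -0.75 and 0.73, so a GC pattern arose without a compound. The labels give no batch, and none could be tested. For miglitol at 10000 nM, the replicate block gave 1285 genes where the unpaired fit gave 0 (4195 at an unadjusted p under 0.05). With the GC slope as well there were 61. That fit held 3 miglitol and 3 DMSO wells and had little freedom left, so the count can fall from that alone. The GC slopes of the miglitol wells (-0.2635 to -0.18) lay below those of these DMSO wells (0.0032 to 0.2101). The fit therefore cannot separate GC content from the compound, and GC content is left open for this count.

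Sequencing depth may account for most of the spread in gene detection between DMSO wells, since Spearman's rho was 0.93 across the DMSO wells.

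The share of counts on the 13 mitochondrially encoded mRNAs was 0.243% ± 0.058 (SD, n = 18) in DMSO wells and 0.563% ± 0.056 (SD, n = 3), 0.935% ± 0.160 and 1.09% ± 0.07 at 100, 1000 and 10000 nM triptolide (two-sided exact permutation test, p = 0.0015 each, the smallest possible, adjusted p = 0.009 over 18 tests). All 9 triptolide wells lay above every DMSO well. With homoharringtonine the share was 0.210%, 0.234% and 0.271% (exact permutation test, p = 0.36, 0.83 and 0.42). Library depth did not account for the rise, since the lowest share among triptolide wells of at least 10 mil expected counts was 0.544%. Without the 10 largest nuclear genes, the lowest share in a triptolide well was 0.559% and the highest in a DMSO well was 0.387%. The wells thus stayed apart without these genes. Leaving out nuclear genes can only raise a share, so this does not test further whether a few large genes played a part. In the library of 70767 counts the share was 0.518% (95% interval 0.468% to 0.574%). Nuclear transcription reduced relative to mitochondrial transcription remains a candidate explanation, as a hypothesis; RNA amounts per cell were not measured. With 10000 nM nilotinib the share was 0.372% ± 0.020, above every DMSO well in 2 of 3 wells (exact permutation test, p = 0.003, adjusted p = 0.014).

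The paper names CDC20 and CCNF among cell cycle genes for a cluster of compounds in DRUG-seq. With triptolide, CDC20 changed by -1.21, -1.18 and -1.18 on the log2 scale at 100, 1000 and 10000 nM (standard errors 0.15, 0.14 and 0.14), from 564 CPM ± 78.9 (SD, n = 18) to 257 ± 16.3 (SD, n = 3) at 10000 nM. CCNF changed by -0.95, -4.44 and -4.18, from 236 CPM ± 25.5 to 13.4 ± 0.33. In all 3 wells of each dose both genes were below the DMSO mean, and the direction at 1000 and 10000 nM was the same under each scaling tried. With homoharringtonine, CDC20 changed by -0.32, -0.07 and -0.37 and CCNF by -0.98, -0.59 and -0.74. The dose slopes of CCNF differed between the compounds by -1.68 (interaction test, adjusted p = 0.00037). Those of CDC20 did not differ (0.05, interaction test, adjusted p = 0.78). Other technical explanations were not tested for these genes.

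DMSO replicate 10, a library of 460014 counts, held transcripts that rise with homoharringtonine. This was noticed for EGR4, which stood at 68.3 CPM in this well, against a mean of 3.97 CPM over the 18 DMSO wells with this well included. It was then tested on 19 other genes, chosen by their rise with homoharringtonine in fits without this well. Set between the level of the other DMSO wells (0%) and that of the treated wells (100%), DMSO replicate 10 stood at 10.75%, against -0.99% to 2.43% in the other 17 wells. The excess was uneven: SNAPC1 held 259 of the 527 counts, 14 of the 19 genes were above every other DMSO well, and ZNF222 and SMG1P2 had 0 counts. It was not 1 gene with most of the counts alone, since without SNAPC1 the value was 9.11%, against at most 0.77% in the other wells. When the other 17 wells were thinned at random to 460014 counts, 100 times each, the highest value was 3.81%, so the depth of that library did not account for this. The shallower triptolide library stood at -3.59%, which says nothing on depth, since all triptolide wells were below 0%. The excess was not confined to a list of immediate early genes, since the 18 genes outside it stood at 10.92%. Only 1 of the 19 genes, ZFP36, was on that list. It stood at 1.9%, against at most 1.87% in the other wells. With 1 such gene, the test cannot decide on an immediate early response of the cells in that well. Reads from another library, or a mixed sample, remain a candidate explanation, as a hypothesis found and tested on the same data. The test rests on few counts, and the uneven excess was not explained.

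A batch shared by compound wells of the same number was tested on deviations from the group means. Over all pairs of different combinations the mean correlation was 0.028 for the same number (425 pairs) and -0.016 for different numbers (851 pairs), a difference not beyond that of permuted numbers (two-sided permutation test, p = 0.13). Between compounds at the same dose the values were 0.032 and -0.019 (p = 0.48). These tests pool all compounds, so they do not exclude a batch shared by some of them. At 1000 nM, replicate 1 had the lowest GC slope with pyrazolanthrone (-0.162), nilotinib (-0.2886) and miglitol (-0.1273). It had the highest with triptolide (0.2097) and homoharringtonine (0.1149), and with MK-2206 (0.2077) it lay between the others. No biological explanation was tested.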
